A study of Drosophila melanogaster with 28 samples.

How the data were processed

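The series holds 28 samples of Drosophila melanogaster mushroom body nuclei, of which 24 are chromatin immunoprecipitation (ChIP) libraries with a deposited peak list and 4 are input libraries without one. The inputs were not analysed here. Each ChIP library came from a pool of 50 to 60 fly heads. Nuclei carrying a GFP-tagged nuclear envelope protein under the R14H06-Gal4 driver were captured with anti-GFP beads, and antibodies against H3K4me1 or H3K4me3 were applied. Control flies carried the driver, UAS-Dicer2 and the GFP tag. Knockdown flies, here trxKD, also carried an RNAi transgene against trx. Flies of each genotype were naive or trained, which gives 4 groups of 3 libraries for each of the 2 marks. The sex of the flies is not stated in the labels.

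The authors deposited 1 list of called intervals per library, without a header. The ratio in these lists is the fold enrichment of an interval over its background as computed by the authors. The deposited −log10 p and −log10 q values rank each interval within its own library, and the lowest −log10 q was just above 2 in all 24 lists. The deposited score was 10 times the −log10 q, reduced to a whole number, and entered no test. The aligner, the peak caller, its thresholds and the genome build are not given in the sources used here. The intervals stayed within the chromosome ends of release 6 of the genome (BDGP6) on every arm, and that build and its Ensembl annotation were used for all coordinates. Read depth is unknown, because the lists hold no read counts. No counting interval or detection floor can therefore be given, and an interval that is missing from a list shows only that the call was not made.

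Intervals on 2L, 2R, 3L, 3R, 4 and X were used, and overlapping lines of 1 list would have been merged (0 such lines were found). For each library the number of intervals, the called length in Mb and the number of genes with an interval within 1 kb of the 5′ end were counted. The annotation held 18164 genes, 13945 of them protein-coding, after 5809 transposable element insertions listed as genes were left out. This exclusion was decided after the data were examined, and counting the insertions was run as an alternative. The Jaccard index of 2 lists is the length called in both divided by the length called in either.

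Regions were the merged union of the intervals of the 12 lists of a mark, kept when called in at least 3 lists. A pair of measures was tested per region. The first, presence, was tested with Fisher's exact test on the number of lists with a call, for regions called in 5 to 7 of the 12 lists. The second was the called fraction, meaning the share of the region covered by called intervals in a list, from 0 to 1. It was fitted with limma, with 1 coefficient per group and a trended empirical Bayes variance. Contrasts were trxKD against control averaged over training, trained against naive in each genotype, and the genotype by training interaction. Both used a Benjamini-Hochberg adjusted p of 0.05.

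Values per library were compared with exact two-sided permutation tests. Genotype labels were exchanged within naive and within trained libraries, which gives 400 arrangements and a smallest p of 0.005. Trained and naive libraries of 1 genotype, 3 against 3, give 20 arrangements and a smallest p of 0.1. Gene lists were compared by relative called length, the mean length called within 2 kb either side of the 5′ ends of the listed genes minus the same mean over all genes called in at least 3 lists. The lists were cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins, translation initiation and elongation factors, glycolysis with lactate dehydrogenase, and mushroom body genes. Each was also compared with 10000 random lists matched on called length, a comparison added later.

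The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. By that rule trx, trr, Set1 and Ldh were always named. For each mark and each of the measures presence and called fraction, up to 3 regions higher and 3 lower in trxKD with the smallest adjusted p at or below 0.05 were named by the gene with the nearest 5′ end. Where none passed, the region with the smallest p in each direction was named and said not to pass.

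Alternatives were a minimum −log10 q of 5, lists of equal size (the 18316 strongest H3K4me1 and 9626 strongest H3K4me3 intervals), omission of each library in turn, the replicate number as a block, other windows at 5′ ends, 5′ ends of all transcripts, protein-coding genes alone, all contigs, 50% coverage or overlap rules, 1-kb bins in place of regions, regions called in at least 1 or at least 6 lists, and log2 called length as a covariate. Samples far from the others of their genotype were sought with Dixon's test at 95%. Lists of marker genes for photoreceptors, glia, fat body and neurons were written before they were applied. Sequence uniqueness was the share of 36-base words found once in the reference.

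Both region tests were tested on simulated data. For limma, the values of each region were first shuffled over the libraries, which removes differences in list size between them. The changed regions were drawn from those with a high mean called fraction, so recovery is known for such regions alone. Of 100 regions whose calls were removed from 1 genotype, limma recovered 90 for H3K4me1 and 100 for H3K4me3. Of 100 regions whose called fraction was lowered by 50%, it recovered 33 and 83, with 4 and 8 false calls. The presence test recovered 0 of 200 fully separated H3K4me1 regions and 200 of 200 H3K4me3 regions, and 0 of 20 for either mark, so it cannot call small sets of regions in this design. The software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.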

Results

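The data describe where the histone marks H3K4me1 and H3K4me3 were called in mushroom body nuclei of control and trxKD flies, naive or trained. Each mark was profiled in 12 libraries, 3 for each combination of genotype and training. The depth of the libraries is unknown. H3K4me1 lists held 18316 to 35775 peaks covering 13.6 to 27.6 Mb, with a median width of 511 to 601 bp. H3K4me3 lists held 9626 to 12821 peaks covering 10.04 to 13.3 Mb, with a median width of 546 to 853 bp. The median fold enrichment given by the authors was 1.68 to 2.24 for H3K4me1 and 1.94 to 2.99 for H3K4me3. Peak summits lay within 1 kb of a 5′ end for 27.1% ± 1.25 (SD, n = 12) of H3K4me1 peaks and 55.7% ± 3.64 (SD, n = 12) of H3K4me3 peaks. Of the H3K4me3 regions called in at least 2 lists of a group, 82.8% in control naive, 80.3% in control trained, 83.9% in trxKD naive and 84.6% in trxKD trained flies overlapped an H3K4me1 region called in at least 2 lists.

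The first comparison asks how knockdown of trx, which encodes a methyltransferase-domain protein of the trithorax group, changed the amount of called mark. At trx itself (FBgn0003862, 3R:14263358–14286903), H3K4me3 covered 1314 ± 213 bp (SD, n = 6) of the 4-kb window around the 5′ end in control and 1359 ± 292 bp (SD, n = 6) in trxKD (exact permutation p = 0.75). H3K4me1 covered 1337 ± 154 bp there in control and 1606 ± 454 bp in trxKD (SD, n = 6 each, exact permutation p = 0.25). These marks do not measure how far trx was knocked down, and no expression values are held here.

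H3K4me1 lists held 23936 ± 3451 peaks in control and 28290 ± 3933 in trxKD (SD, n = 6 each), a difference of 4354 with an exact permutation p of 0.06, or 0.24 after adjustment over the 8 tests of this family. Leaving out H3K4me1 control trained replicate 2 raised this difference to 5645 with an exact permutation p of 0.02, and leaving out trxKD trained replicate 2 moved it most, to 3060. Called H3K4me1 length was 19.9 ± 3.87 Mb in control and 23.1 ± 2.42 Mb in trxKD (SD, n = 6 each, exact permutation p = 0.145, adjusted 0.29), and with lists of equal size the difference was 1.34 Mb (exact permutation p = 0.32). Genes with an H3K4me1 peak at the 5′ end numbered 10006.5 ± 875 in control and 10888 ± 835 in trxKD (SD, n = 6 each, exact permutation p = 0.125, adjusted 0.29), a difference of 882 that was 201 with lists of equal size (exact permutation p = 0.305).

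For H3K4me3, control lists held 10985 ± 1016 peaks and trxKD lists 11508 ± 1085 (SD, n = 6 each, exact permutation p = 0.41, adjusted 0.469), a difference of 523 that lay between 160 and 848 with each library left out. The called length was 11.8 ± 0.922 Mb in control and 11.2 ± 0.692 Mb in trxKD (SD, n = 6 each, exact permutation p = 0.31, adjusted 0.413), a difference of −0.548 Mb that lay between −0.768 and −0.232 Mb. Genes with an H3K4me3 peak at the 5′ end numbered 9335 ± 222 in control and 9306 ± 230 in trxKD (SD, n = 6 each, exact permutation p = 0.855). With lists of equal size the difference in such genes was −138 with an exact permutation p of 0.015. None of the 6 differences in these measures passed adjustment.

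**Figure D1:**
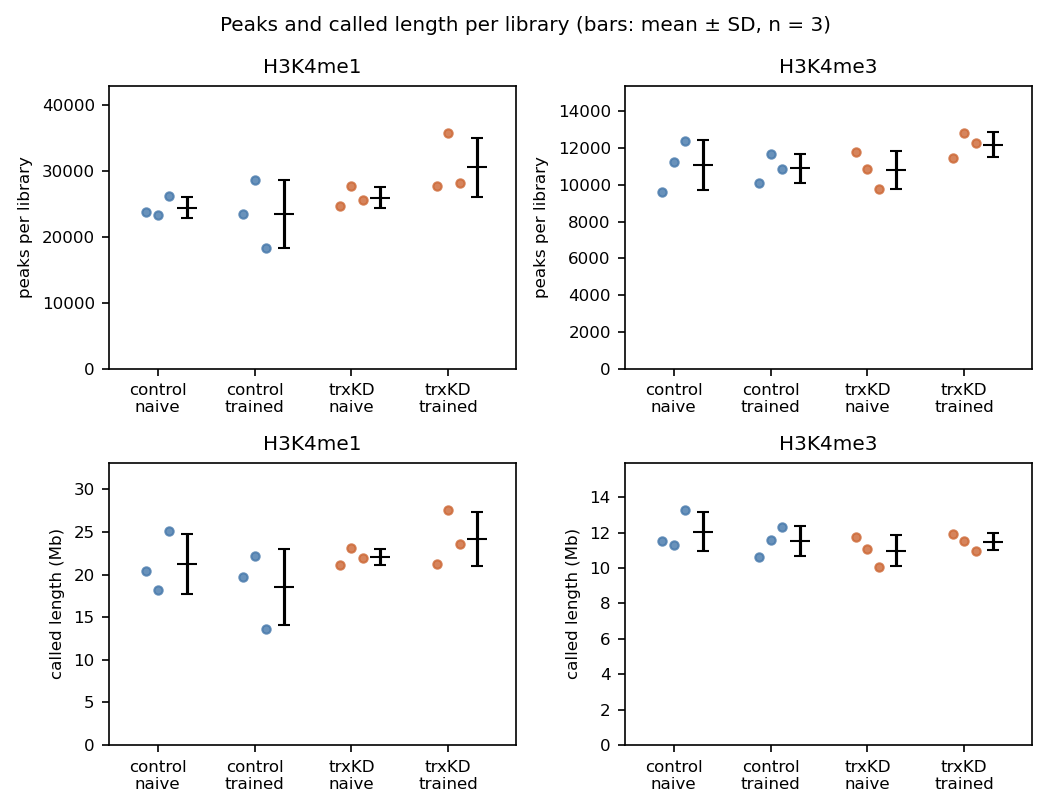
Points show the number of peaks and the called length in Mb of each library by genotype and training, and bars show the mean ± SD of 3 libraries, for H3K4me1 and H3K4me3. H3K4me1 peak counts ranged from 18316 to 35775, and the control and trxKD ranges overlapped for each mark.

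Libraries of 1 genotype were compared with those of the other by the Jaccard index of their called length. For H3K4me3 the mean index was 0.638 within genotypes and 0.634 between them, a separation of −0.00423 with an exact permutation p of 0.04 and an adjusted p of 0.24. Omission of any of 8 of the 12 libraries raised this p above 0.05, up to 0.7. For H3K4me1 the means were 0.531 and 0.528 (exact permutation p = 0.23, adjusted 0.368).

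Single regions were then tested between genotypes. By presence, Fisher's exact test called 0 of 4690 testable H3K4me1 regions and 0 of 1706 testable H3K4me3 regions after adjustment. Its count at an unadjusted p under 0.05 was 94 for H3K4me1, 89 of them higher in trxKD, and 39 for H3K4me3, 20 of them higher. With lists of equal size the H3K4me1 count was 48, 27 of them higher, so most of that imbalance went with list size. The smallest p that 6 lists against 6 allow is 0.00216, and at least 204 H3K4me1 or 74 H3K4me3 regions at that p would have been needed for a call. Only 6 and 9 regions reached it. By called fraction, limma called 8 of 24023 H3K4me1 regions, 7 higher and 1 lower in trxKD, and 25 of 10413 H3K4me3 regions, 15 higher and 10 lower. At an unadjusted p under 0.05 limma gave 1787 and 940 regions. The counts moved most when regions called in at least 1 list were tested, to 23 for H3K4me1, and when 1-kb bins were used, to 43 for H3K4me3.

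The 3 H3K4me1 regions higher in trxKD with the smallest adjusted p lay between genes. At 2R:25268872–25269346, 13554 bp from the 5′ end of CG9380 (FBgn0035094), the called fraction was 0 in control and 0.910 ± 0.0522 in trxKD (SD, n = 6 each, limma adjusted p = 0.000736). At 4:1305216–1307585, 74379 bp from the 5′ end of Cadps (FBgn0053653), it was 0.280 ± 0.159 and 0.926 ± 0.0531 (SD, n = 6 each, limma adjusted p = 0.00277). At X:60941–61898, 60595 bp from the 5′ end of lncRNA:CR40469 (FBgn0058469), it was 0 and 0.836 ± 0.0829 (SD, n = 6 each, limma adjusted p = 0.0035). Without H3K4me1 trxKD naive replicate 1 the adjusted p of the regions near Cadps and lncRNA:CR40469 was 0.0535. The 1 lower region, X:8294058–8296038 in an intron of nAChRalpha3, had its nearest 5′ end at CG15343 (FBgn0030029). Its called fraction was 0.833 ± 0.127 in control and 0.359 ± 0.0622 in trxKD (SD, n = 6 each, limma adjusted p = 0.0391), and the call was lost on omission of any of the 12 libraries. By presence, 6 higher regions shared the smallest p, and 2R:23195041–23195813 in an intron of side-V (FBgn0085400; called in 0 control and 6 trxKD lists) was named as the first of them by position. Of 5 lower regions that shared the smallest p of that direction, 2L:8028214–8028842 near baf (FBgn0031977; 5 control and 0 trxKD lists) was likewise the first. Neither passed adjustment (both 0.756).

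Among H3K4me3 regions, the 3 with the smallest adjusted p were all higher in trxKD and between genes, each with a limma adjusted p of 1.72e-05. The called fraction at 4:1280461–1281437, 49624 bp from the 5′ end of Cadps, was 0 in control and 0.927 ± 0.0229 in trxKD (SD, n = 6 each). At X:61066–61852 and X:52417–53270, with lncRNA:CR40469 nearest, it rose from 0 to 0.923 ± 0.0446 and from 0.0423 ± 0.104 to 0.926 ± 0.0496 (SD, n = 6 each). The region at 4:1280461–1281437 was also the first by position of 8 higher regions that shared the smallest presence p, without passing adjustment (0.410). Lower in trxKD were X:23227822–23228613, between genes and 11105 bp from the pseudogene 28SrRNA-Psi:CR40741 (FBgn0085771), with 0.864 ± 0.197 and 0.158 ± 0.269 (SD, n = 6 each, limma adjusted p = 0.00436). At X:8150491–8152344, over the 5′ end of Gbeta5 (FBgn0030011), the fractions were 0.916 ± 0.0434 and 0.687 ± 0.0122 (SD, n = 6 each, limma adjusted p = 0.00459). At X:20422103–20427244, over the 5′ end of Pp4-19C (FBgn0023177), they were 0.939 ± 0.0380 and 0.747 ± 0.0472 (SD, n = 6 each, limma adjusted p = 0.0154). Omission of H3K4me3 control naive replicate 1 raised the adjusted p to 0.0631 for the region near 28SrRNA-Psi:CR40741 and to 0.0735 for Pp4-19C. Pp4-19C also lost its call without control naive replicate 3 (0.0540), control trained replicate 2 (0.0831) or trxKD naive replicate 1 (0.0532). By presence the lower region with the smallest p was X:14829120–14830304 in an exon of CG14408 (FBgn0030581; 6 control and 0 trxKD lists, adjusted p = 0.410).

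Of the regions called as higher, 6 of 7 for H3K4me1 and 11 of 15 for H3K4me3 lay within 150 kb of a chromosome end, on 2R, 4 and X. Regions within that distance made up 0.545% and 0.538% of those tested. Another 1 H3K4me1 and 2 H3K4me3 regions lay in w (FBgn0003996, X:2790599–2796466). H3K4me3 intervals covered 100% of its first exon, 4.52% ± 1.08 of its first intron and 53.4% ± 12.4 of the rest in trxKD, and 0% of each in control (SD, n = 6 each). Of the 10 lower H3K4me3 regions 7 were on X, which held 11.2% of the regions tested, and of the 15 higher regions 8 were.

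**Figure D2:**
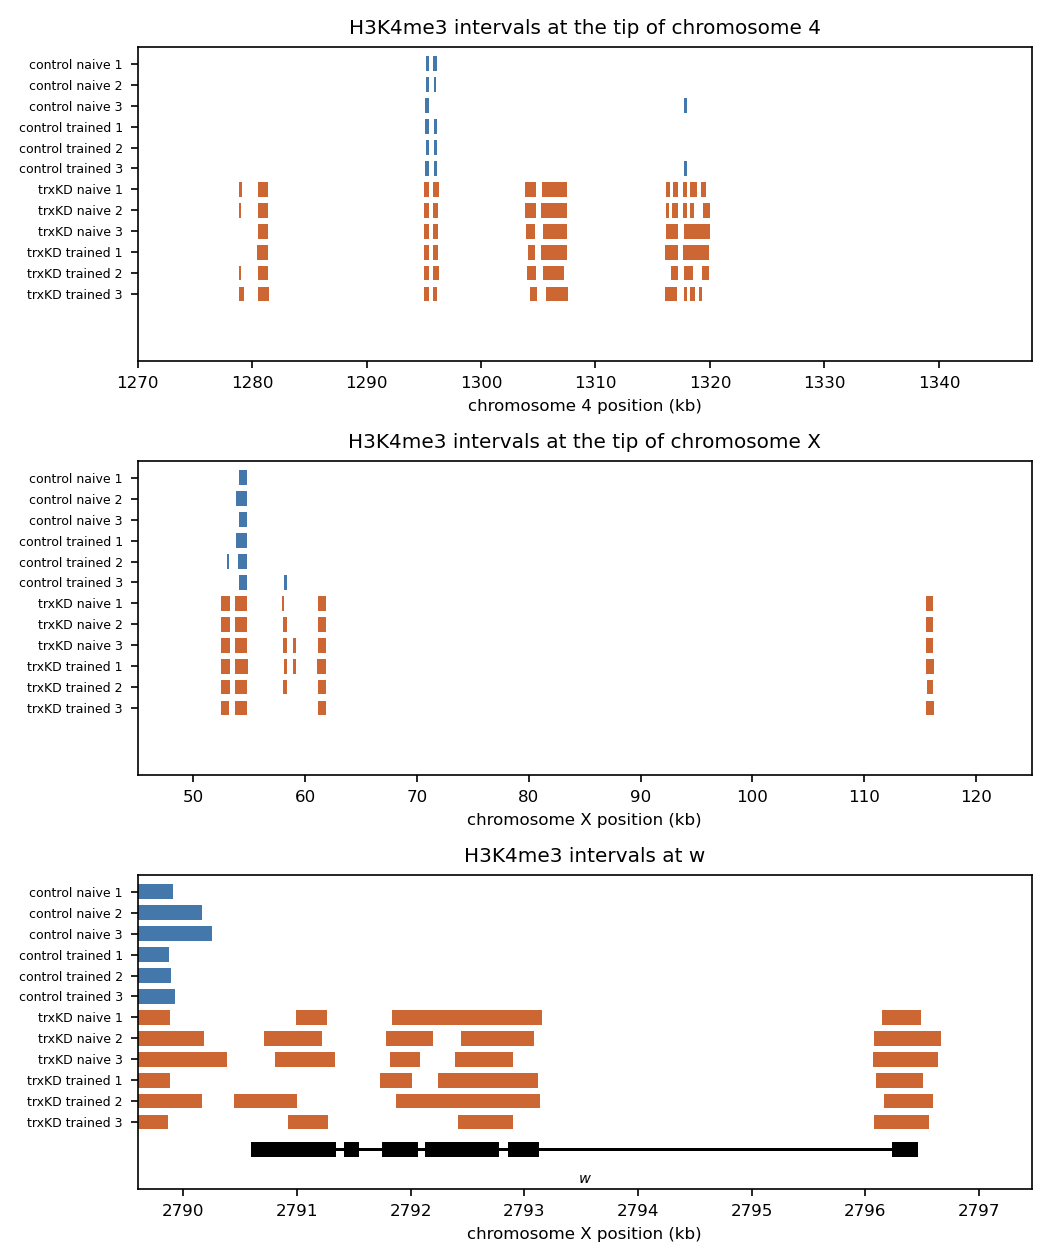
Bars mark H3K4me3 intervals in each of the 12 libraries, control in blue and trxKD in orange, against position in kb at the tips of chromosomes 4 and X and at w, whose exons are black. Intervals at w were called in all 6 trxKD lists and covered 100% of its first exon, against 0% in control.

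The next comparison asks whether genes for protein synthesis, which the series title brings up, or for glycolysis changed in called length. For the 92 cytoplasmic ribosomal protein genes the relative called H3K4me3 length was 763 ± 30.4 bp in control and 754 ± 28.6 bp in trxKD (SD, n = 6 each, exact permutation p = 0.6, adjusted over the 10 list tests 0.856). Within 1 kb of the 5′ ends the difference reversed to 18.9 bp (exact permutation p = 0.045). For H3K4me1 the values were 254 ± 49.8 bp and 253 ± 79.7 bp (SD, n = 6 each, exact permutation p = 0.98), and the difference was 15.0 bp with lists of equal size. The 52 translation factor genes had 512 ± 29.8 bp of relative H3K4me3 length in control and 460 ± 33.7 bp in trxKD (SD, n = 6 each, exact permutation p = 0.015, adjusted 0.075), and 28 of them fell by more than the mean of all genes. Without H3K4me3 trxKD naive replicate 3 this difference was −41.9 bp with an exact permutation p of 0.06. The 12 glycolysis genes had 893 ± 83.9 bp and 763 ± 35.3 bp (SD, n = 6 each), a difference of −129 bp with an exact permutation p of 0.005, the smallest possible, and an adjusted p of 0.05, and 8 of the genes fell by more than the mean of all genes. Within 1 kb it was −30.3 bp with an exact permutation p of 0.06. The 73 mitochondrial ribosomal protein genes (difference −11.8 bp) and the 10 mushroom body genes (33.6 bp) had exact permutation p values of 0.75 and 0.49 for H3K4me3. These are list means, and 3 of the mushroom body genes fell by more than the mean of all genes. Among the lower H3K4me3 regions was 1 over the 5′ end of the mushroom body gene toy. Its called fraction was 0.947 in control and 0.747 in trxKD (limma adjusted p = 0.0287). For H3K4me1 the smallest exact permutation p of the 5 lists was 0.215.

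Of the genes named beforehand, Ldh (FBgn0001258, 3L:6259105–6262694) had 1285 ± 328 bp of H3K4me3 in the window in control and 320 ± 259 bp in trxKD (SD, n = 6 each). The difference of −965 bp had an exact permutation p of 0.005, the smallest possible, and a p of 0.035 adjusted over the list alone (7 tests). The lowest control value was 687 bp and the highest trxKD value 621 bp. Over all regions, limma gave the region at Ldh (3L:6259342–6262736) a called fraction that fell by 0.497 ± 0.133 (SE, n = 6 each), with an adjusted p of 0.166, which did not pass. H3K4me1 at Ldh covered 2360 ± 405 bp and 2439 ± 243 bp (SD, n = 6 each, exact permutation p = 0.705). Over trr (FBgn0023518, X:1881313–1889950) H3K4me1 covered 1451 ± 379 bp in control and 1905 ± 326 bp in trxKD (SD, n = 6 each, exact permutation p = 0.045, 0.158 adjusted over the list alone). H3K4me3 there covered 3046 ± 168 bp and 2910.5 ± 235 bp (SD, n = 6 each, exact permutation p = 0.28). At Set1 (FBgn0040022, 3L:25107594–25115180) H3K4me3 covered 672.5 ± 32.0 bp and 670 ± 29.0 bp (SD, n = 6 each, exact permutation p = 0.86), and no H3K4me1 list had a call.

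**Figure D3:**
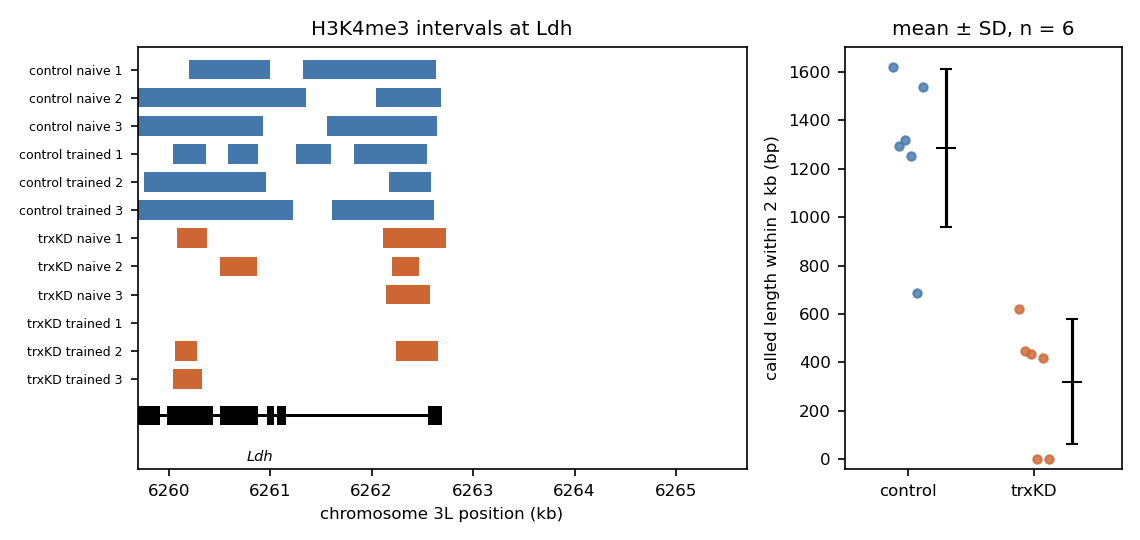
H3K4me3 intervals at Ldh are drawn against position in kb for the 12 libraries, beside the called length within 2 kb of the 5′ end in bp per library with the mean ± SD of 6. The lowest control library, at 687 bp, lay above the highest trxKD library, at 621 bp.

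The last comparisons ask whether training changed the marks, and whether it did so differently in trxKD flies. With 3 libraries against 3 the smallest exact permutation p is 0.1, so no permutation test of training within 1 genotype could pass 0.05. Called H3K4me1 length was 21.2 ± 3.50 Mb in naive and 18.5 ± 4.43 Mb in trained control flies (SD, n = 3 each, exact permutation p = 0.5), a difference of −2.72 Mb that was −0.261 Mb without control trained replicate 3. In trxKD flies it was 22.0 ± 0.973 Mb and 24.2 ± 3.21 Mb (SD, n = 3 each, exact permutation p = 0.4), a difference of 2.12 Mb that was 0.389 Mb without trxKD trained replicate 2. H3K4me3 covered 12.03 ± 1.10 Mb in naive and 11.5 ± 0.839 Mb in trained control flies (SD, n = 3 each, exact permutation p = 0.7). In trxKD flies it covered 10.96 ± 0.872 Mb and 11.5 ± 0.488 Mb (SD, n = 3 each, exact permutation p = 0.5). The difference between the training effects of the genotypes had exact permutation p values of 0.215 for H3K4me1 and 0.305 for H3K4me3 called length, where the smallest possible was 0.005.

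By called fraction limma called 0 regions for training in control, for training in trxKD and for the interaction, for either mark. At an unadjusted p under 0.05 it gave 1103, 1183 and 1106 H3K4me1 regions and 449, 464 and 483 H3K4me3 regions. None of these counts exceeded the share of 0.05 that chance alone would give among the 24023 and 10413 regions tested. With 1-kb bins in place of regions it called 11, 45 and 6 bins for H3K4me1 and 12, 21 and 11 bins for H3K4me3.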

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

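The tests of list size and of a swap were chosen after the deviating values were seen. The marker gene tests were set out before their own values were computed. The reading of photoreceptor and fat body genes was changed after their values were seen. The glia test in H3K4me3 and the marker values in lists of equal size were added once the first marker values had been seen. Within each mark and genotype the 6 libraries were searched for values far from the rest, over 24 sets of values. Chance alone would mark about 1 in 20 sets, and 5 values in 2 libraries were marked.

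H3K4me1 trxKD trained replicate 2 stood apart in 4 measures. It held 35775 peaks, against 24639 to 28240 in the other 5 trxKD libraries, and 12495 genes with a peak at the 5′ end, against 10071 to 10843. Its mean Jaccard index with the other lists was 0.424, against 0.541 to 0.566, and 19.2% of its peaks lay in no other list, against 1.76% to 4.27%. A longer list, which greater depth could give, was tested with lists of equal size. The mean index of this library was then 0.459, still below the 0.563 to 0.588 of the other trxKD lists. This argues against list size as the whole source. Equal lists do not equalize read depth, which stays open. A swap with an H3K4me3 library was tested by overlap with H3K4me3 regions. They held 37.5% of its called length, the lowest share of the H3K4me1 lists, whereas H3K4me3 lists had at least 92.0%, which argues against such a swap.

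Nuclei of other cell types in this sample were tested with marker genes. The value for each list is the called share of gene bodies minus that of all genes, in percentage points. Glia genes stood at −10.6, above the −16.2 to −11.2 of the other 11 H3K4me1 lists, and 4 of the 10 had their highest coverage here, where 23.2% of all genes did. That count does not set glia apart, because 4 of the 10 neuron genes also had their highest coverage here. In the H3K4me3 library of the same group and number they stood at −12.06, above the other 11 lists by a small margin (highest −12.15), although the labels do not say that these libraries shared chromatin. With lists of equal size glia genes stood at −11.7, again above the others (highest −12.5). Fat body genes stood at −17.5, below the −14.4 to −8.05 of the other lists, but 4 of the 10 were called in none of the 12 lists and can only fall where all genes rise. With lists of equal size they stood at −14.0, within the others (lowest −14.1), and apolpp was covered to 21.5%, against at most 7.28% elsewhere. Fat body was therefore left open, although the criterion set beforehand would have excluded it. Photoreceptor genes stood at −18.1, within the −21.2 to −14.9 of the others. Their members went both ways: 6 of the 12 had their highest coverage here, among them inaD and chp, while ninaE and Arr2 had none, and photoreceptors were left open too, against the criterion set beforehand. Neuron genes stood at −6.80, below the other lists (lowest −6.37), and at −3.31 with lists of equal size, within the others. The lists share 0 genes, and 2 of 12 photoreceptor, 1 of 10 glia, 3 of 10 fat body and 8 of 10 neuron genes had an H3K4me3 peak at the 5′ end in all 12 H3K4me3 lists. A larger share of glial nuclei may have contributed, as a hypothesis resting on 10 genes, 2 of which (alrm and Gs2) had no H3K4me1 call in this library. A difference in chromatin preparation was not tested. Training and genotype are shared with replicates that did not stand apart, so no biological explanation was tested.

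H3K4me1 control trained replicate 3 had a mean Jaccard index of 0.466 with the other lists, against 0.529 to 0.556 in the other 5 control libraries. It held 18316 peaks and 13.6 Mb, the lowest of the H3K4me1 lists. With lists of equal size its mean index was 0.504, still below the 0.552 to 0.579 of the other control lists, which argues against its short list alone as the source. Lower depth or a difference in chromatin preparation stays open, and no biological explanation was tested.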

How the results depend on the processing

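The main comparisons gave 24 results, which were recomputed under 392 alternatives. Of these, 325 kept direction and call, 28 were weaker, 19 stronger and 20 reversed. The other 30 results, on single genes, single regions, the remaining gene lists and X, had 515 alternatives, of which 447 kept direction and call and 25 reversed. Counting protein-coding genes alone, counting transposable element insertions, the settings for X and most settings for single genes and for the lists other than ribosomal proteins were chosen after the data were seen. For every change named below, the cause was not tested.

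In the peak measures the changes came mostly from single libraries. With each library left out, the H3K4me1 difference in peak count lay between 3060 and 5645. It passed 0.05 without control naive replicate 3 (4813, exact permutation p = 0.035), control trained replicate 2 (5645, p = 0.02) or trxKD naive replicate 1 (4690, p = 0.045). The difference in H3K4me1 called length lay between 2.001 and 4.19 Mb and that in genes with a peak at the 5′ end between 575 and 1146. Both passed 0.05 without control naive replicate 3 (exact permutation p = 0.02 and 0.03). The H3K4me3 difference in peak count lay between 160 (without control naive replicate 1) and 848 (without control naive replicate 3), and that in called length between −0.768 Mb (without control trained replicate 1) and −0.232 Mb (without control naive replicate 3). For H3K4me3 the difference in genes with a peak at the 5′ end was −138 with lists of equal size (exact permutation p = 0.015) and reversed to 43.3 within 2 kb. It lay between −97.8 and 48.9 with each library left out, reversed without control naive replicate 3, control trained replicate 2 or trxKD naive replicate 3.

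The Jaccard separation of H3K4me1 lay between −0.00792 and 0.00135 with each library left out, reversed without control trained replicate 3. For H3K4me3 it lay between −0.00789 and −0.00104, and the exact permutation p rose above 0.05 without any control library and without trxKD trained replicate 2 or 3.

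With the replicate number as a replicate block, libraries of a number were paired although the labels say only that they share it. Correlations of region values between libraries of the same number were −0.0554 to 0.0721 for H3K4me1 and −0.0278 to 0.0294 for H3K4me3, so no pairing showed. The smallest exact permutation p was then 0.03125. The H3K4me3 Jaccard separation of −0.00423 had a p of 0.125 and was weaker, limma called 4 H3K4me1 regions in place of 8, and all 25 H3K4me3 regions kept their call. At glycolysis genes and at Ldh the H3K4me3 p was 0.03125, at translation factor genes 0.0625, and for H3K4me1 at trr 0.125.

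Counts of regions by called fraction depended on the region set. For H3K4me1 between genotypes limma called 4 with log2 called length as covariate, 23 among regions called in at least 1 list and 16 with 1-kb bins. With each library left out it called between 1 and 10. The count was weaker without control naive replicate 2 (5), control trained replicates 2 and 3 (4 each), trxKD naive replicates 1 (1), 2 (3) and 3 (4) and trxKD trained replicates 1 (5), 2 (4) and 3 (4). For H3K4me3 it called 15 with the covariate, 43 with 1-kb bins and 41 among regions called in at least 1 list, where the majority reversed to 23 lower and 18 higher. With each library left out it called between 12 and 23. The count was weaker without control naive replicates 1 (12) and 3 (12), control trained replicates 1 (14) and 2 (13), trxKD naive replicates 1 (12) and 3 (16) and trxKD trained replicate 2 (13). Without trxKD trained replicate 1 the majority reversed (11 higher and 12 lower of 23). Of the 11 H3K4me3 regions near chromosome tips, 7 to 10 kept their call with any library left out, and of the 6 H3K4me1 tip regions 1 to 6 did (1 without trxKD naive replicate 1). Of the 10 lower H3K4me3 regions 1 to 8 did (1 without control naive replicate 1).

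For training in control limma called 5 H3K4me1 regions among those called in at least 1 list, 11 with 1-kb bins and between 0 and 1 with each library left out (1 without control naive replicate 1 or trxKD naive replicate 1). For training in trxKD it called 45 H3K4me1 bins of 1 kb. For the interaction it called 1 H3K4me1 region among those called in at least 1 list and 6 bins of 1 kb. For H3K4me3 it called 12, 21 and 11 bins of 1 kb in these 3 contrasts. In called length, training in trxKD reversed for H3K4me1 to −0.0504 Mb with lists of equal size and lay between 0.389 Mb (without trxKD trained replicate 2) and 3.56 Mb (without trxKD trained replicate 1). Training in control lay between −4.56 Mb (without control trained replicate 2) and −0.261 Mb (without control trained replicate 3) for H3K4me1. Training in trxKD lay between 0.0518 Mb (without trxKD naive replicate 3) and 0.918 Mb (without trxKD naive replicate 1) for H3K4me3. Training in control lay between −0.924 and 0.104 Mb for H3K4me3, reversed without control naive replicate 3.

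At ribosomal protein genes the H3K4me1 difference reversed to 15.0 bp with lists of equal size and lay between −32.2 and 26.0 bp with each library left out, reversed in 7 of 12. For H3K4me3 it reversed to 1.91 bp with lists of equal size and to 18.9 bp within 1 kb (exact permutation p = 0.045), and lay between −18.7 and 0.0282 bp with each library left out, reversed without trxKD trained replicate 3. At translation factor genes the H3K4me3 difference was −34.0 bp (exact permutation p = 0.115) with equal lists and −3.44 bp within 1 kb. At glycolysis genes it stayed between −151 and −101 bp with each library left out (highest exact permutation p 0.015).

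Among the other results, mushroom body genes in H3K4me1 reversed to 7.49 bp within 1 kb and lay between −75.9 and 19.3 bp with each library left out. Glycolysis genes in H3K4me1 lay between −102 and 4.43 bp, and mitochondrial ribosomal protein genes in H3K4me3 between −29.1 and 9.30 bp, both reversed without trxKD trained replicate 3 of the mark. H3K4me1 at Ldh reversed to −50.8 bp with equal lists and −66.8 bp within 1 kb, and lay between −3.5 and 207 bp. H3K4me3 at trx reversed to −18.7 bp within 1 kb and lay between −45.4 and 127 bp, and at Set1 it lay between −12.1 and 5.5 bp. H3K4me3 at Ldh stayed between −1083 and −870.5 bp. H3K4me1 at trr no longer passed 0.05 in 9 of 12 omissions, and at trx the difference lay between 114.7 bp without trxKD trained replicate 2 and 392 bp without trxKD naive replicate 2, where it passed (exact permutation p = 0.015). The H3K4me1 fraction on X relative to the autosomes reversed to 0.000706 with a −log10 q of at least 5 and lay between −0.0229 and 0.0145. For H3K4me3 it stayed between −0.0759 and −0.0546.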

Other observations

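The tests of the chromosome tips, of w, of X, of Ldh alone, of equal list sizes and of matched gene lists, and the counts of complete separation, were chosen after the results were seen, whereas the other splits of the limma counts were planned.

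Other splits of the libraries were used to ask whether chance can be excluded. For the genotype contrast by called fraction, 1 of 100 splits, the real one, gave as many regions for H3K4me1 (8, against at most 3 in the other splits) and 1 of 100 for H3K4me3 (25, against at most 2). Chance can be excluded for both at that resolution. With 0 regions called for the interaction and for training, every split gives as many whatever the data hold (100 of 100 and 10 of 10 splits), so those counts say nothing about chance. For those contrasts the highest of the other splits was 4 and 2 regions for the interaction in H3K4me1 and H3K4me3, 1 for training in control in H3K4me1, and 0 otherwise. Regions called in all 6 lists of 1 genotype and none of the other numbered 6 for H3K4me1, which 12 of 100 splits matched (highest other 7), so chance cannot be excluded. For H3K4me3 they numbered 9, 8 of them higher in trxKD, which 1 of 100 splits matched, the real one (highest other 5).

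The regions higher in trxKD clustered near chromosome tips. Chance clustering was tested by drawing as many tested regions at random, and 0 of 10000 draws held as many near the tips, for either mark. List size, though not read depth, was tested with equal lists, and 9 of the 11 H3K4me3 tip regions kept their call. Without trxKD trained replicate 2, 7 of the 11 did. Of the 6 H3K4me1 tip regions 3 kept their call without trxKD naive replicate 2 and 1 without trxKD naive replicate 1. Loss of the chromosome tips in control flies was tested by sequence. Of the 15 H3K4me3 regions from the innermost changed region out to each tip, 6 were of mostly unique sequence. Of these, 5 were called in 0 control lists and 1 in 1 control list, and all 6 in every trxKD list. The 9 mostly repeated regions included 4 called in all 6 control lists, where reads from copies elsewhere could be counted. This test was reworded after values had been seen. Its first form required no control call at the tips at all, which only 1 of the 9 repeated regions met. Its present form requires no control call in unique sequence, which 5 of the 6 unique regions met. All 6 had themselves been called as higher in trxKD in these data. That choice favours regions with few control calls, so the present form says little about loss of the tips. Among the H3K4me1 tip regions of mostly unique sequence, those at 2R:25274607–25275020 (67.3% unique words), X:58876–59269 (57.4%) and X:60941–61898 (50.4%) were called in 0 control lists. The remaining H3K4me1 region, on 4 with 61.0% unique words, was called in all 6 control lists, at a mean fraction of 0.280. The test was therefore not met in full, and loss of the tips in the control stock stays open. Extra copies of the chromosome tips in trxKD flies could be read from inputs, of which 0 had values used here, so they cannot be told apart from a gain of the marks there. Stocks of different origin and an effect of trx on subtelomeric chromatin both remain untested.

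The calls at w in trxKD have a candidate explanation in the RNAi transgene, whose insertions are commonly marked by a small w gene. Such marker genes lack most of the first intron (3108 bp). In trxKD, H3K4me3 intervals covered 4.52% of that intron, against 100% of the first exon and 53.4% of the rest. For H3K4me1 the shares were 3.34%, 95.7% and 75.3%, against 0%, 12.9% and 22.1% in control, where the first exon was called in control naive replicate 1 alone (77.4%). This is consistent with reads from a marker gene in place of a change at the chromosomal w. The labels do not state the marker of any transgene, that against trx included. Control flies also carried transgenes (the driver, UAS-Dicer2 and the GFP tag), yet H3K4me3 intervals covered 0% of each part of w in control. If those transgenes also carry a w marker, that absence counts against this reading.

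Of the 10 lower H3K4me3 regions 7 were on X, as were 8 of the 15 higher ones, most of which were the tip and w regions above. Chance placement of the lower regions was tested with draws of as many tested regions, and 0 of 10000 held 7 or more on X. The draws were not matched on the called fraction in control. That fraction was 0.709 to 0.947 in the lower regions, and over all tested regions it was higher on X. The draws therefore cannot separate placement on X from the higher starting fraction there. The set of lower regions was itself fragile. Of the 10, 1 kept its call without control naive replicate 1, and 2 without control naive replicate 3, control trained replicate 2 or trxKD naive replicate 1. Without control trained replicate 1 or 3 or trxKD trained replicate 2, 4 did, without control naive replicate 2, 5 did, and without trxKD naive replicate 2 or 3, 6 did. Over all tested regions the H3K4me3 called fraction on X minus that on the autosomes was 0.227 ± 0.0358 in control and 0.161 ± 0.0202 in trxKD (SD, n = 6 each, exact permutation p = 0.01, or 0.02 adjusted over both marks). For H3K4me1 it was −0.0184 ± 0.0472 and −0.0191 ± 0.0631 (SD, n = 6 each, exact permutation p = 0.97). Fewer X chromosomes per nucleus, from another share of females, would lower X in both marks. The H3K4me3 test met what was set out for it, and the H3K4me1 values did not follow, so it was left open. Intervals on Y numbered 9.83 ± 3.06 in control and 12 ± 1.41 in trxKD for H3K4me3 (SD, n = 6 each, exact permutation p = 0.205), which leaves another share of males open. An effect of the knockdown on X genes is also possible and was not tested.

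For the shorter H3K4me3 at glycolysis genes, Ldh alone was tested by leaving it out. The other 11 genes differed by −60.8 bp (exact permutation p = 0.08), so whether Ldh accounts for the list is undecided. List size, though not read depth, was tested with equal lists, where the exact permutation p for the glycolysis genes was 0.005. The translation factor genes did not pass adjustment (exact permutation p adjusted to 0.075). With equal lists they no longer passed unadjusted either, so list size or depth stays open for them. Of 10000 lists matched on called length, 131 fell as much as the glycolysis genes with Ldh included, so that count may rest on Ldh. For the translation factor genes 387 did, although their difference did not pass adjustment (adjusted exact permutation p = 0.075). Within these limits the counts argue against a general shortening of broad domains as the whole source for these lists. Of 10000 matched lists, 8115 and 8652 fell as much as the cytoplasmic and mitochondrial ribosomal protein genes, so these 2 lists did not fall more than genes like them. Whether broad domains shortened in general was not tested by these counts. The genotype difference in H3K4me3 called length did not pass (exact permutation p = 0.31). The matched count for glycolysis included Ldh, so it does not answer the question for the other 11 genes. The glycolysis list passed in 4-kb windows and not within 1 kb (−30.3 bp). A lower H3K4me3 at Ldh in trxKD nuclei may thus be a consequence of the knockdown, of another stock background at Ldh, or of a different mix of nuclei, and the design does not separate these.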
